A study of Mus musculus with 16 samples.

How the data were processed

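Single-nucleus RNA sequencing was done on the hippocampus of 16 female mice aged 9 months. Per the labels, the mice were Ch25h+/+ or Ch25h-/- and Tau+ or Tau-, with 4 mice in each of the 4 groups. Ch25h encodes cholesterol 25-hydroxylase. The labels neither name the tau line nor give a batch. Replicates are numbered in the order of the deposited samples, and the numbers pair no samples. Libraries were made with version 3.1 of the 10x Genomics 3' kit, per the labels' protocols. The deposited count matrices hold unique molecular identifiers (UMIs) per gene and barcode for all barcodes, and were written by Cell Ranger 4, per the file headers. The genome build, the annotation and whether intronic reads were counted are not stated in the labels or headers. RNA of nuclei was measured, so the values describe nuclear transcripts.

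The files list 32285 genes, of which 32158 identifiers are in GENCODE M21 (GRCm38), which was used for all coordinates. The 78 symbols that more than 1 gene shares were kept apart by identifier. No library was a copy of another: over the 24 pairs within groups the chi-square of the gene counts per degree of freedom was 7.75 to 58.16, where resampling of 1 library gives about 1.

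Barcodes were taken as nuclei at 500 or more UMIs, 300 or more genes, at most 5% mitochondrial UMIs and at least 3 times the median UMI count of the barcodes ranked 40001 to 60000 in their library. Scrublet scored doublets in each library, and the highest-scoring 0.8% per 1000 nuclei were removed, 11045 of 147873 nuclei (6.51 to 9.33% per library). Counts were scaled to 10000 per nucleus and log-transformed. Nuclei were grouped by Leiden clustering (resolution 1) on 20 nearest neighbours in 50 principal components of 3000 variable genes, with no integration across libraries. A cluster took the name of a class when at least 3 of its fixed markers were 2-fold or more above all other nuclei. Of 80 clusters, 41 stayed unnamed: 28 held over 50% doublets, 11 had too few markers, and 2 had a median UMI count under 0.333 of their libraries' and no marker of the class among their 10 leading genes. The unnamed nuclei, left out of the tests by class and of shares but kept in values over all nuclei, made up 5.21 to 13.6% of a library.

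Counts were summed per library and class (pseudobulk), so that the mouse is the unit of replication. Genes were tested in 6 classes with at least 20 nuclei in every library: granule neurons of the dentate gyrus (DG), pyramidal neurons of the CA fields, inhibitory neurons, astrocytes, oligodendrocytes and microglia. edgeR's quasi-likelihood test was used with TMM scaling, filterByExpr, robust dispersion and 1 mean per group. The 5 contrasts were Tau+ minus Tau- within each Ch25h genotype (the tau effect), Ch25h-/- minus Ch25h+/+ within each tau state (Ch25h loss) and the difference between the 2 tau effects (interaction). P-values were two-sided and adjusted by Benjamini-Hochberg over the genes of each class and contrast, and genes at an adjusted p under 0.05 are called changed. Fold changes are log2, with their standard error (SE). Group values are means of library-scaled counts (CPM) with the standard deviation (SD) over n = 4 libraries.

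Up to 3 genes higher and 3 lower are named per class and contrast: those with the largest fold change among genes called with a mean of at least 10 UMIs per library and no overlap between the groups' CPM. Of 4 against 4 libraries, 2 of 70 arrangements leave no overlap. Ch25h, Prnp, Mapt, Apoe, Trem2, Sting1 (Tmem173 in the files), Cgas, Clec7a, Gfap, Serpina3n and C4b were named in advance. Where the libraries of a group all read 0, the fold is a lower bound against a floor of 3 counts over the group, and at 1 to 3 counts the ratio has a 95% counting interval. Such floors and intervals cover counting error only.

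Sets of genes were tested with camera on voom weights at a preset inter-gene correlation of 0.01. The 7 sets were interferon-stimulated genes, SREBP2 targets, LXR targets, and genes of disease-associated microglia, homeostatic microglia, reactive astrocytes and disease-associated oligodendrocytes, with 26 tests adjusted together. A set's value is the mean log2 fold change of its members. The sets were tested for the tau effect in Ch25h+/+ and for Ch25h loss in Tau+. Shares of nuclei in 8 classes were compared by two-sided exact permutation tests of 6 effects, 48 tests adjusted together, with 70 arrangements within a genotype or tau state and 4900 over both. Reversal was the share of genes called for the tau effect whose fold for Ch25h loss in Tau+ had the opposite sign. Since both folds share the Ch25h+/+ Tau+ group, it was set against 100 simulated experiments in which Ch25h loss did nothing. Genes within 10 Mb of Ch25h were set against all others by Fisher's exact test. The ambient share of a gene is the percentage of its UMIs in a class that the profile of barcodes under 100 UMIs accounts for.

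These comparisons, lists, tests and alternatives were chosen before the data were examined, except where a part below says otherwise. The alternatives were DESeq2, RLE scaling, no filter on low counts, only the 2 groups compared, doublets kept, a minimum of 1000 UMIs and 500 genes per nucleus, genes with an ambient share over 10% left out, fry or an estimated correlation for sets, windows of 5 and 20 Mb, the log2 of the share, shares within neurons or within glia, and leaving out each library in turn. A batch in the libraries, found in the data, added library batch as a block, each batch alone, and permutation within batches. A test of further marker genes, on the hormone UMIs of 2 libraries, is not reported here.

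The tests were checked on simulated counts drawn from the real means and library sizes with 200 genes changed. At 4-fold, 87 to 96% of changed genes were recovered for the tau effect in Ch25h+/+, 89 to 98% in Ch25h-/-, 91 to 99% for Ch25h loss in Tau+, 86 to 97% in Tau-, and 71 to 83% for the interaction. At 2-fold the same ranges over the 6 classes were 50 to 79%, 51 to 71%, 62 to 71%, 49 to 75% and 19 to 58%. The highest share of false calls was 8.51% with edgeR, and 30 of 205 calls with DESeq2 (DG granule neurons, Ch25h loss in Tau-). Of 40 simulated sets with no change, 0 passed p under 0.05 by camera and 1 by fry. Genes were drawn independently there, so this does not bear on false set calls from correlation between genes.

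Computation used Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). No raw reads were used, so genotypes were not read from sequence.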

Results

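Nuclear RNA of the hippocampus was measured in 16 female mice aged 9 months, 4 per Ch25h genotype and tau state. The study's title places CH25H between innate immune signalling through STING and interferon and tau pathology, so the comparisons ask what tau changed in each cell class, and what the loss of Ch25h changed with and without tau. The 16 libraries held 51270831 to 84870650 UMIs each over 33161829 barcodes, of which 7601 to 10567 per library (136828 in all) were kept as nuclei. These nuclei had a median of 3646.5 to 6244.5 UMIs and 1911 to 2780.5 genes per library. Of them 124327 were named: 21985 DG granule neurons, 19720 CA pyramidal neurons, 18073 other excitatory neurons, 10861 inhibitory neurons, 14098 astrocytes, 22845 oligodendrocytes, 3992 oligodendrocyte precursors (OPCs), 5763 microglia and smaller classes. Microglia numbered 166 to 584 per library, with a median of 1452 UMIs, so their values rest on the lowest depth of the 6 classes in which genes were tested.

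The labels give no batch, so a split other than by group was looked for first. The first principal component of each library's deviation from its group mean carried 28.2% (microglia) to 51.6% (CA pyramidal neurons) of the variance. In every group it put replicates 1 and 2 on one side and replicates 3 and 4 on the other, for 16 of 16 libraries in 5 classes and 15 of 16 in microglia. Replicates 1 and 2 are called batch 1 here, and replicates 3 and 4 batch 2. Between the batches edgeR called 622 (microglia) to 3019 (CA pyramidal neurons) genes changed. Dnaja2 in CA pyramidal neurons ranged from 147 to 182 CPM in batch 1 and from 28.8 to 36.9 CPM in batch 2. Each group held 2 libraries of each batch, so counts of genes changed within single batches are given below where they moved most.

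**Figure D1:**
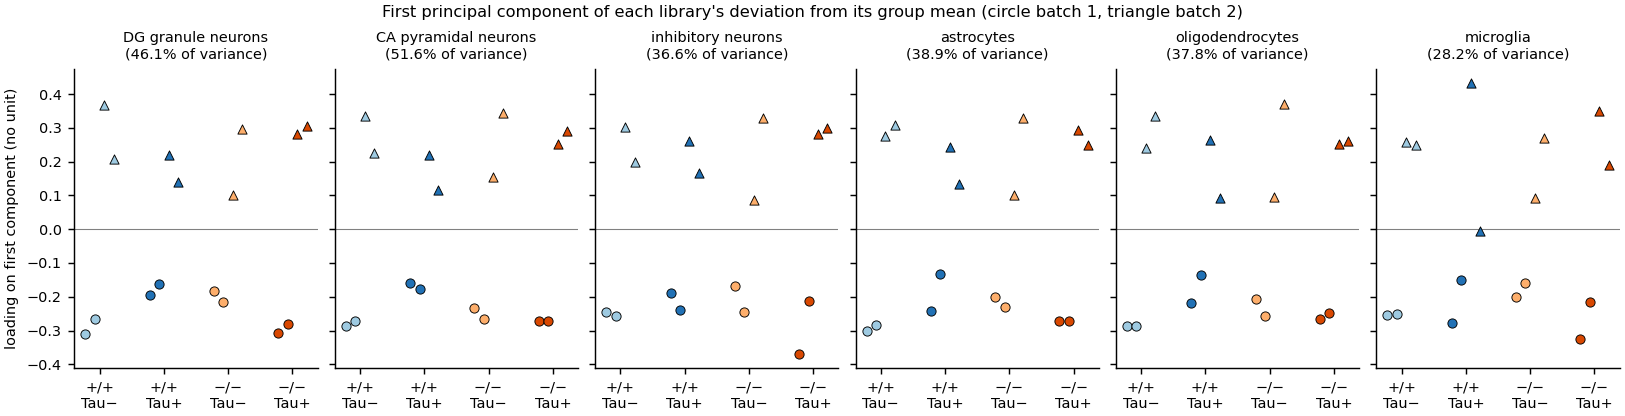
Loading of each library (point, n = 4 per group) on the first principal component of the deviations from the group means, per cell class; the vertical axis has no unit and the title of each panel gives the share of variance. Circles (replicates 1 and 2) and triangles (replicates 3 and 4) fall on opposite sides of 0 in all 16 libraries of 5 classes and in 15 of 16 in microglia.

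The targeted gene was read in every library as a check of the labels. Ch25h (19:34473778-34475164, GRCm38) had 8 to 36 UMIs per library. Over all nuclei it read 0.474 ± 0.209 CPM (SD, n = 4) in Ch25h+/+ Tau+, 0.201 ± 0.040 in Ch25h+/+ Tau-, 0.451 ± 0.111 in the libraries labelled Ch25h-/- Tau+ and 0.358 ± 0.106 in those labelled Ch25h-/- Tau-. No fall was shown in the libraries labelled Ch25h-/-. Their difference from Ch25h+/+ was -0.0228 CPM in Tau+ (exact permutation p = 0.857) and 0.067 over both tau states (exact permutation p = 0.355). By class its UMIs differed. Inhibitory neurons, with the most of the 6 tested classes, held similar numbers in all groups (28 and 26 in Ch25h+/+ Tau+ and Tau-, 22 and 24 in the libraries labelled Ch25h-/-). Microglia held 32 UMIs in Ch25h+/+ Tau+, 7 in the libraries labelled Ch25h-/- Tau+ and 0 in both Tau- groups. The smaller microglial value in Ch25h-/- Tau+ had an exact permutation p of 0.0571, and the tau effect over both genotypes one of 0.0004, the smallest that 4900 arrangements give. DG granule neurons held 18 Ch25h UMIs in the libraries labelled Ch25h-/- against 2 in Ch25h+/+, and CA pyramidal neurons 26 against 3. Of the 32 microglial UMIs of Ch25h+/+ Tau+, 19 came from replicate 1. Ch25h itself did not separate the genotypes over all nuclei, so the genotypes are taken from the labels. Gm26902, which overlaps Ch25h, read at most 0.417 CPM in the 8 libraries labelled Ch25h-/- and at least 0.606 in the other 8.

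Prnp over all nuclei read 122 ± 9.54 and 83.3 ± 18.3 CPM in Ch25h+/+ Tau+ and Tau-, and 126 ± 19.6 and 79.8 ± 12.1 in the libraries labelled Ch25h-/- Tau+ and Tau-. The mouse gene Mapt (11:104231390-104332090) was called in no class or contrast tested. Human MAPT was not among the genes and the tau line is unnamed, so transgene reads counted as Prnp cannot be excluded. Xist had 63896 to 106240 UMIs per library and the Y-linked Ddx3y, Uty, Eif2s3y and Kdm5d at most 26 each, as in females.

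**Figure D2:**
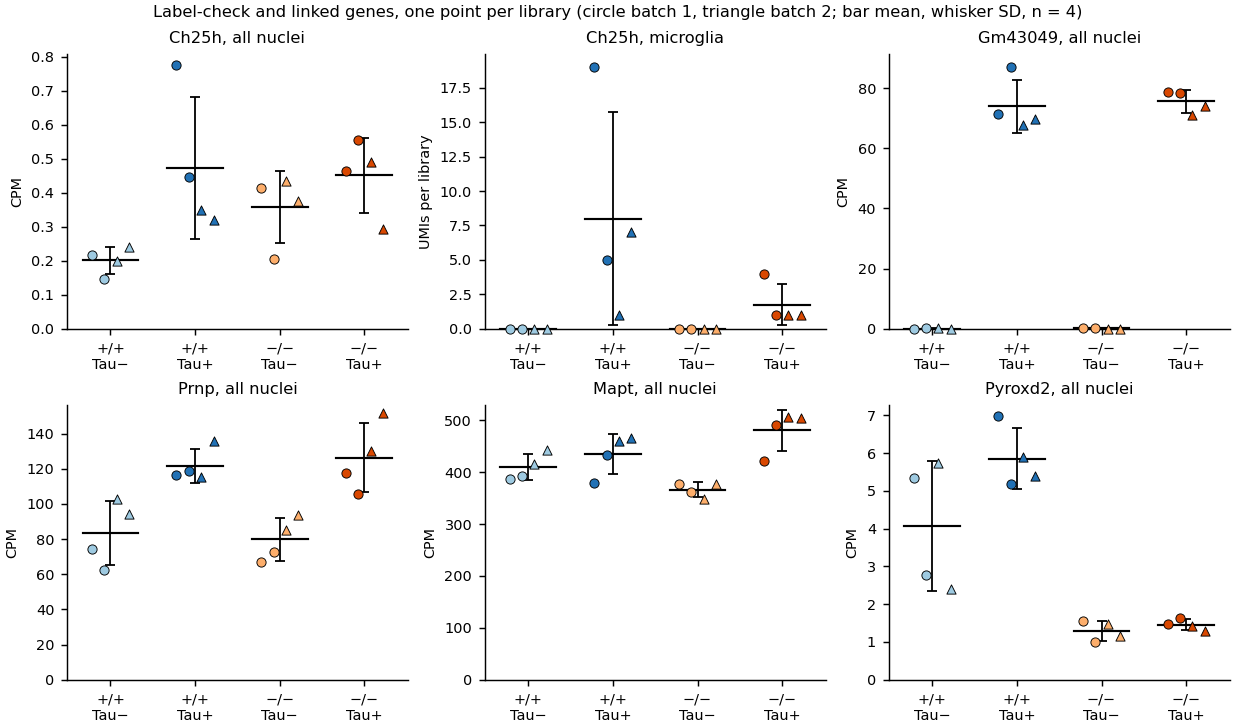
Ch25h over all nuclei (CPM) and in microglia (UMIs per library), and Gm43049, Prnp, Mapt and Pyroxd2 over all nuclei (CPM), with 1 point per library, the group mean as a bar and the SD as a whisker (n = 4; circles batch 1, triangles batch 2). Gm43049 reads 67.6 to 87.0 CPM in the 8 Tau+ libraries and at most 0.207 in the 8 Tau- libraries, and Pyroxd2 is lower in all libraries labelled Ch25h-/-.

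Shares of named nuclei per class were compared next. None of the 48 exact permutation tests passed an adjusted p of 0.05 (lowest 0.124). The smallest unadjusted values of these exact tests were for the tau effect over both genotypes: oligodendrocytes +7.41 percentage points (p = 0.00490), DG granule neurons -7.13 (p = 0.00735) and microglia +1.90 (p = 0.00776). Oligodendrocytes made up 12.1 ± 5.73% in the libraries labelled Ch25h-/- Tau- and 23.9 ± 2.38% in Ch25h-/- Tau+, against 17.3 ± 3.29% and 20.3 ± 3.51% in Ch25h+/+ Tau- and Tau+. Within 1 genotype or tau state 70 arrangements allow no p below 0.0286, which adjusts to 0.196 here. Requiring 1000 UMIs per nucleus was the one alternative that took results past the threshold, with +8.23 points for oligodendrocytes and +2.48 for microglia, both at an adjusted p of 0.0490. Shares within neurons or within glia changed the sign of 13 of 48 differences, none past the threshold. Permuting within batches called none of the 16 effects over both genotypes or tau states, and could call none of the other 32. The unnamed share was 8.30 ± 2.25% and 9.90 ± 2.18% in Ch25h+/+ Tau+ and Tau-, and 8.31 ± 3.64% and 9.55 ± 2.05% in Ch25h-/- Tau+ and Tau-.

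**Figure D3:**
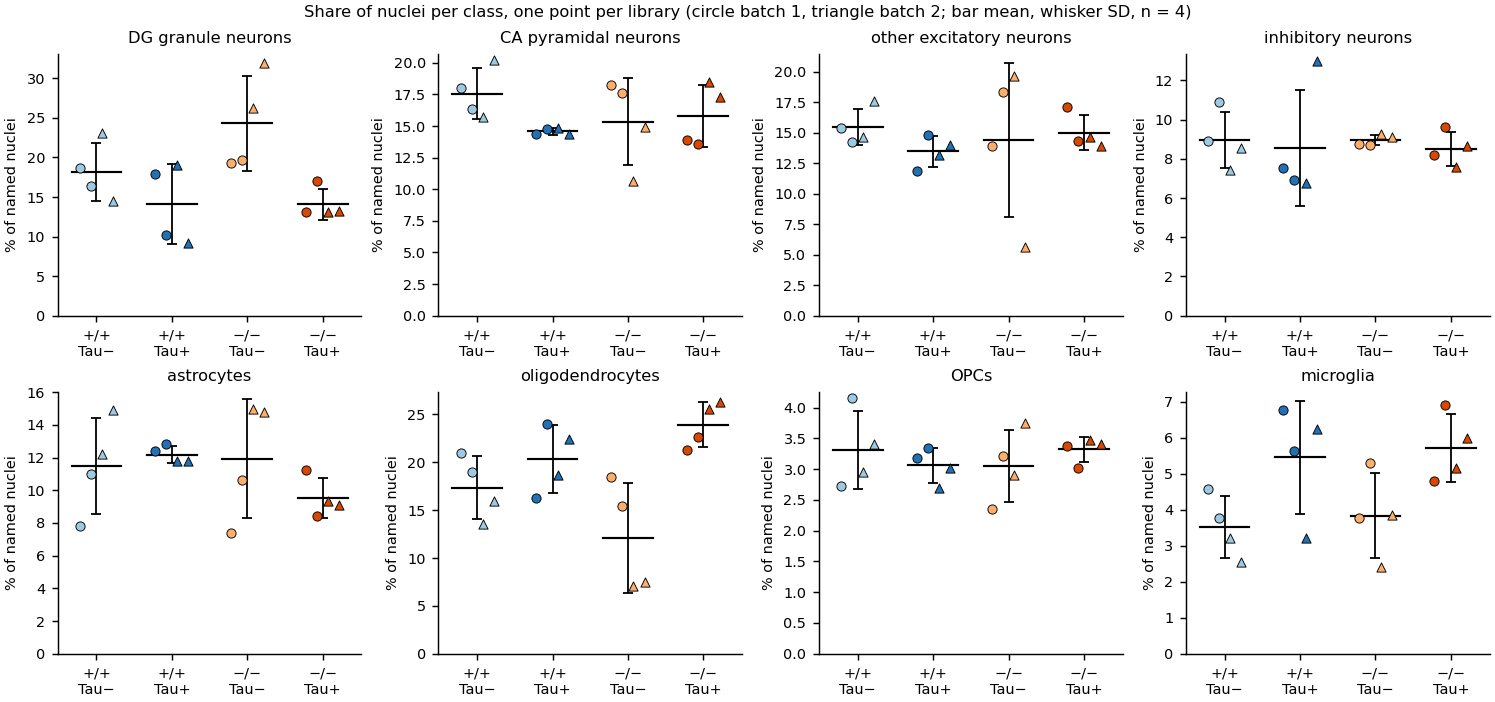
Share of named nuclei (percent) in 8 classes, with 1 point per library, the group mean as a bar and the SD as a whisker (n = 4; circles batch 1, triangles batch 2). Oligodendrocytes rise from 12.1% to 23.9% between the libraries labelled Ch25h-/- Tau- and Ch25h-/- Tau+, and no difference passes the adjusted threshold.

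Tau effects in neurons with Ch25h intact came next. edgeR called 4 of 15092 genes in DG granule neurons, 3 of 16434 in CA pyramidal neurons and 3 of 14986 in inhibitory neurons. All 10 calls were on chromosome 3 within 5 Mb of Gm43049. Gm43049 (ENSMUSG00000105777, 3:140692038-140760704, a long noncoding RNA) rose from 0.033 ± 0.066 to 61.8 ± 4.53 CPM in DG granule neurons, a ratio of 1980 (95% counting interval 356 to 78400; adjusted p = 5.48e-14). Its ratio was 2820 (781 to 23300) in CA pyramidal neurons and 1700 (305 to 67300) in inhibitory neurons. Gm32754 (3:140904998-140917459) was at least 60.7-fold higher in DG granule neurons and at least 51.1-fold higher in inhibitory neurons, and 279-fold (77.0 to 2310) in CA pyramidal neurons. The noncoding 4930590L14Rik (3:140951876-140953247) was at least 50.2-fold higher in CA pyramidal neurons and, as a gene under the 10 UMI minimum named after its values were seen, at least 15.6-fold higher in DG granule neurons. Unc5c (3:141465216-141834924) was lower in inhibitory neurons, at 615 ± 67.3 against 1123 ± 202 CPM (log2 fold change -0.87, SE 0.11, adjusted p = 0.00272). Apart from 4930590L14Rik in DG granule neurons, which was not followed through the alternatives, these calls held when each library was left out in turn, whereas 1700030L20Rik in DG granule neurons (3:136435270-136449349, log2 fold change 3.47, SE 0.55, adjusted p = 0.0245) was lost without any of 7 libraries, such as Ch25h+/+ Tau+ replicate 1 (adjusted p up to 0.210). Leaving out that library left 2 calls in DG granule neurons. Batch 2 alone moved the neuronal counts most, to 12, 11 and 594 genes, and batch 1 alone gave 2 in DG granule neurons. Prnp (2:131909928-131938429) was 0.63, 0.58 and 0.62 log2 units higher in the 3 classes without passing (adjusted p = 0.205, 0.445 and 0.213).

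In glia with Ch25h intact, tau changed 67 of 12852 genes in astrocytes (56 higher), 1 of 11946 in oligodendrocytes and 199 of 8410 in microglia (124 higher). The groups did not overlap for 65 of the 67 and for 139 of the 199, which follows in part from their being called. The counts rested on single libraries. Without Ch25h+/+ Tau+ replicate 1 they fell to 7 in astrocytes and 18 in microglia, and without replicate 3 of that group they rose to 168 and 529. The oligodendrocyte count was 0 without Ch25h+/+ Tau- replicate 1 and 6 without Ch25h+/+ Tau+ replicate 3. Batch 1 alone gave 190, 11 and 418 genes in astrocytes, oligodendrocytes and microglia, and batch 2 alone 7, 17 and 0. With batch as a block the counts were 199, 4 and 446.

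Among astrocyte genes, Serpina3n (12:104406729-104414329) rose from 0.803 ± 0.812 to 19.8 ± 11.4 CPM (log2 fold change 4.45, SE 0.76, adjusted p = 0.0185), Glycam1 (15:103562759-103565081) by 2.92 (SE 0.58, adjusted p = 0.0279) and Gfap (11:102887336-102900912) by 1.76 (SE 0.34, adjusted p = 0.0395), while C4b (log2 fold change 1.92) stayed at an adjusted p of 0.0525. Fabp5 (3:10012548-10016607), Calm3 (7:16915379-16924114) and Lsm6 (8:78804865-78821140) were lower by 1.08, 0.96 and 0.95 log2 units (SE 0.23, 0.21 and 0.20, adjusted p = 0.0367, 0.0411 and 0.0319), with ambient shares of 11.3%, 50.6% and 12.2%. Gm43049 was at least 33.1-fold higher in astrocytes and at least 27.9-fold in oligodendrocytes, with ambient shares of 44.8% and 57.5%. Of these, only Gm43049 in astrocytes stayed called with each library left out. Gm43049 in oligodendrocytes was lost without Ch25h+/+ Tau- replicate 1 or without replicate 3 labelled Ch25h-/- Tau- (adjusted p up to 0.103). Each of the other 6 called genes was lost without at least 3 libraries, Ch25h+/+ Tau+ replicate 1 among them (adjusted p up to 0.163).

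Among microglial genes, Lilrb4a (10:51490956-51496611) rose from 5.44 ± 5.22 to 196 ± 105 CPM (log2 fold change 5.01, SE 0.99, adjusted p = 0.0256), Axl (7:25757273-25788705) by 4.59 (SE 0.99, adjusted p = 0.0348) and Ctse (1:131638306-131675505) 20.3-fold (counting interval 6.79 to 99.7, adjusted p = 0.0111). Apoe (7:19696109-19699188) went from 337 ± 216 to 2170 ± 1145 CPM (log2 fold change 2.65, adjusted p = 0.0359, ambient share 20.2%). Ccdc162 (10:41538846-41716634), Myo18b (5:112688876-112896362) and Hlf (11:90336536-90390895) fell by 2.59, 1.99 and 1.90 log2 units (SE 0.48, 0.38 and 0.47, adjusted p = 0.0119, 0.0191 and 0.0404). Cgas (0.67, adjusted p = 0.194), Tmem173 (-0.26, adjusted p = 0.750) and Trem2 (-0.17, adjusted p = 0.648) were not called, and Ch25h and Clec7a had too few counts to be tested in any class. The call of Ctse was lost without Ch25h+/+ Tau- replicate 1 (adjusted p = 0.0510) and that of Ccdc162 without that group's replicate 3 or Ch25h+/+ Tau+ replicate 1 (adjusted p up to 0.0618). The other 5 were lost without at least 6 libraries, Ch25h+/+ Tau+ replicate 1 among them (adjusted p up to 0.127).

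The second tau contrast used the libraries labelled Ch25h-/-. edgeR called 16 genes in DG granule neurons (6 higher), 11 in CA pyramidal neurons (4 higher), 3 in inhibitory neurons (2 higher), 3 in astrocytes (all higher), 1 in oligodendrocytes and 126 in microglia (96 higher). DESeq2 called 84, 173, 8, 96, 11 and 187. Leaving out 1 library moved the DG count between 4 (without replicate 3 labelled Ch25h-/- Tau-) and 52 (without replicate 3 labelled Ch25h-/- Tau+). The CA count lay between 3 (without that Tau+ replicate 3) and 28 (without Tau- replicate 2), and the inhibitory count reached 6 without Tau+ replicate 1. The astrocyte count lay between 0 (without Tau+ replicate 2) and 101 (without Tau+ replicate 3), and the oligodendrocyte count between 0 (without Tau+ replicate 1) and 4 (without Ch25h+/+ Tau+ replicate 3). The microglial count lay between 18 (without Tau- replicate 2) and 357 (without Tau+ replicate 3). Batch 1 alone gave 66, 56, 25 and 391 in DG granule neurons, astrocytes, oligodendrocytes and microglia. Batch 2 alone gave 4, 1, 0 and 1 in these, with 124 in CA pyramidal neurons and 209 in inhibitory neurons.

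The neuronal genes highest in this contrast were again Gm43049 (ratio 1490, interval 413 to 12300, in DG granule neurons and 1890, interval 647 to 9180, in CA pyramidal neurons, and 8.36 log2 units, SE 0.39, in inhibitory neurons), Gm32754 (297-fold, interval 52.7 to 11800, in DG granule neurons, 193-fold, interval 65.8 to 940, in CA pyramidal neurons and at least 59.0-fold in inhibitory neurons) and 4930590L14Rik (at least 54.3-fold in CA pyramidal neurons). Unc5c was lower in inhibitory neurons (log2 fold change -0.94, SE 0.11, adjusted p = 8.70e-04). Prnp was called in DG granule neurons (log2 fold change 0.78, SE 0.12, adjusted p = 0.0125) and CA pyramidal neurons (0.80, SE 0.12, adjusted p = 0.0112). The first was lost without replicate 4 labelled Ch25h-/- Tau+ or Tau- replicates 1 or 3 (adjusted p up to 0.0653) and the second without replicate 3 labelled Ch25h-/- Tau+ (adjusted p = 0.0510). DG granule neurons had Adamts6 higher by 1.72 (13:104287835-104496695, adjusted p = 0.0222) and Gm45321, Gm45323 and C130073E24Rik, all on chromosome 8, lower by 1.60, 1.44 and 1.33 log2 units (adjusted p = 0.0158, 0.0453 and 0.0453). The lower 3 were leading genes of an inhibitory cluster, so free RNA from it stays open. CA pyramidal neurons had Sncaip (18:52767709-52915935), Syt9 (7:107370728-107548656) and AU022754 (15:85580252-85593708) lower by 2.30, 1.13 and 1.11 (adjusted p = 0.0112, 0.0120 and 0.0125). Each of these 7 calls was lost without at least 3 libraries, among them replicates 1 and 2 labelled Ch25h-/- Tau+ (adjusted p up to 0.217).

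Glial genes of the same contrast included A2m (6:121635376-121679227, log2 fold change 2.56, SE 0.34, adjusted p = 0.0137) and Sulf1 (1:12692277-12861192, 2.70, SE 0.39, adjusted p = 0.0279) in astrocytes, where Gfap (1.47), Serpina3n (3.69) and C4b (1.49) were not called (adjusted p = 0.154, 0.151 and 0.215). Microglia had Axl 46.0-fold higher (interval 15.6 to 224, adjusted p = 0.0329), Oasl2 (5:114896936-114912234) by 5.18 log2 units (SE 1.15, adjusted p = 0.0459) and H2-Q7 (17:35439155-35443773, whose reads are hard to tell from its paralog H2-Q6) 40.5-fold (interval 11 to 338, adjusted p = 0.0413). Cd164 (10:41519414-41531048), Cntn1 (15:92051165-92341967) and Sparcl1 (5:104079111-104113733) were lower by 1.22, 1.2 and 1.13 (adjusted p = 0.0185, 0.0329 and 0.0226), with ambient shares of 4.87%, 100% and 85.6%. Apoe rose by 1.67 without passing (adjusted p = 0.189). In oligodendrocytes the call was Gm43049 (ratio 69.3, interval 12.3 to 2750, adjusted p = 0.0384), which was lost without any of 7 libraries, such as replicate 1 labelled Ch25h-/- Tau+ (adjusted p up to 0.322). The third astrocyte call, named after its values were seen, was Gm43049 at least 28.7-fold higher. Each of the 8 calls before these was lost without at least 2 libraries, replicate 2 labelled Ch25h-/- Tau+ among them (adjusted p up to 0.168).

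The tau calls of both genotypes were then compared. In microglia 62 genes were called in both, against 2.98 for independent lists, all 62 with the same sign. Of the 199 genes called in Ch25h+/+, 198 had the same sign in the libraries labelled Ch25h-/- and 158 were at an unadjusted p under 0.05 there. In astrocytes 66 of 67 had the same sign and 46 an unadjusted p under 0.05, with 3 called in both. All 4 DG, 3 CA, 3 inhibitory and 1 oligodendrocyte gene called in Ch25h+/+ were called in the libraries labelled Ch25h-/- as well.

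**Figure D4:**
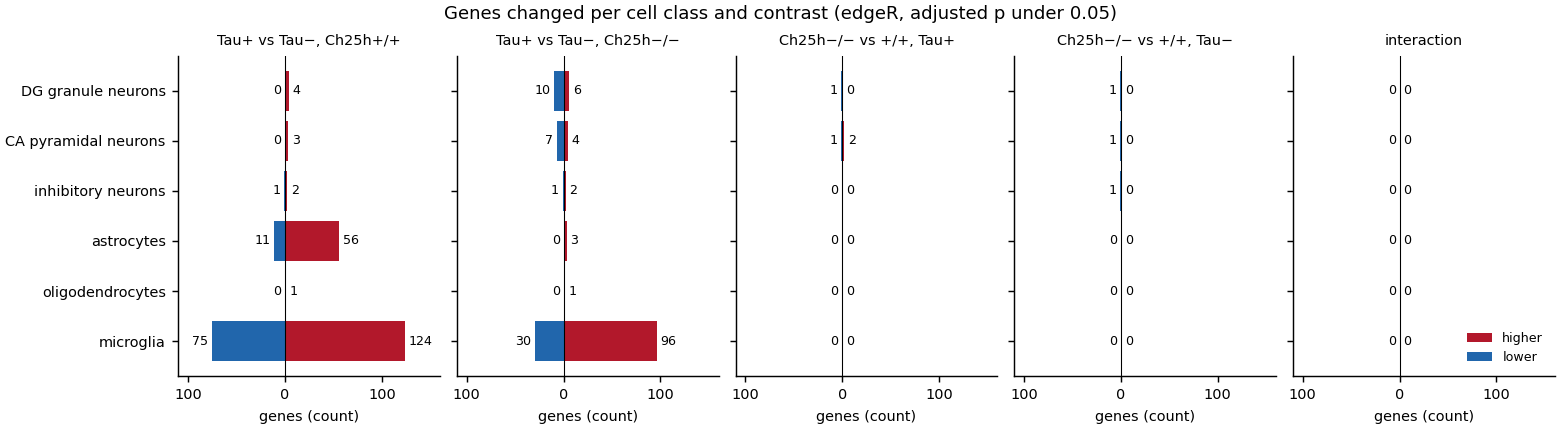
Number of genes called by edgeR (adjusted p under 0.05) per cell class and contrast, higher to the right in red and lower to the left in blue. The tau contrasts reach 199 genes in microglia and 67 in astrocytes, and no Ch25h contrast exceeds 3.

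What Ch25h loss changed was asked within each tau state. In Tau+, edgeR called 1 gene in DG granule neurons, 3 in CA pyramidal neurons and 0 in inhibitory neurons, astrocytes, oligodendrocytes and microglia, where 368, 390, 421 and 264 genes were at an unadjusted p under 0.05 and DESeq2 called 4, 0, 0 and 1. In Tau-, it called 1 gene each in DG granule, CA pyramidal and inhibitory neurons and 0 in astrocytes, oligodendrocytes and microglia (427, 521 and 265 at an unadjusted p under 0.05, 0 by DESeq2 in each). Pyroxd2 (ENSMUSG00000060224, 19:42725858-42752775) was lower in the libraries labelled Ch25h-/- in both states. In CA pyramidal neurons it read 0.545 ± 0.176 against 5.55 ± 0.846 CPM in Tau+ (log2 fold change -3.30, SE 0.31, adjusted p = 1.17e-04) and 0.321 ± 0.175 against 4.22 ± 1.61 in Tau- (-3.74, SE 0.36, adjusted p = 1.26e-04). In DG granule neurons it fell by 3.05 (SE 0.38, adjusted p = 0.00417) and 2.56 (SE 0.36, adjusted p = 0.0171). The last of these was lost without any of 4 libraries, Ch25h+/+ Tau- replicate 3 among them (adjusted p up to 0.169). The other calls were Hps1 (19:42755105-42779978, 0.63, SE 0.10, adjusted p = 0.0389) and Gm35867 (19:45058841-45110342, 2.52, SE 0.37, adjusted p = 0.0210), both higher in CA pyramidal neurons of Tau+, and Gm26902 (19:34474808-34481546, which overlaps Ch25h), lower in inhibitory neurons of Tau- (-2.81, SE 0.38, adjusted p = 0.0131). These 3 were lost without at least 5 libraries each, among them Ch25h+/+ replicate 1 of the same tau state (adjusted p up to 0.214). Microglial Apoe in Tau+ read 1.26 log2 units lower in the libraries labelled Ch25h-/- (adjusted p = 0.9999).

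Single libraries moved these low counts. In DG granule neurons the Tau+ count was 2 without Ch25h+/+ Tau- replicate 2, and the Tau- count 0 without Ch25h+/+ Tau- replicate 3 and 2 without its replicate 1. In CA pyramidal neurons the Tau+ count was 1 without Ch25h+/+ Tau+ replicate 2 and the Tau- count 2 without Ch25h+/+ Tau- replicate 4. In inhibitory neurons 1 gene was called in Tau+ without Ch25h+/+ Tau- replicate 2 and 0 in Tau- without its replicate 1. Oligodendrocytes had 1 in Tau- without Ch25h+/+ Tau- replicate 4, and microglia 1 in Tau+ without replicate 1 labelled Ch25h-/- Tau+. Within batches, CA pyramidal neurons had 1 and 0 calls in Tau+ (batches 1 and 2) and 98 in Tau- in batch 2, and DG granule neurons had 0 and 0 in Tau+ and 0 and 5 in Tau-.

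Windows around Ch25h tested whether calls for its loss lay near it. Within 10 Mb of Ch25h, 3 of 4 called genes lay among 152 tested there, against 18009 tested elsewhere (Fisher's exact test, two-sided, p = 2.29e-06), and all 4 were on chromosome 19. Per class, the excess passed in CA pyramidal neurons (adjusted p = 0.00233 in Tau+ and 0.0196 in Tau-), DG granule neurons (0.0196 in both states) and inhibitory neurons in Tau- (0.0196). A 5 Mb window moved this most, leaving 0 calls near Ch25h in DG granule and CA pyramidal neurons, since Pyroxd2 and Hps1 lie beyond it. Counting genes at an unadjusted p under 0.05 instead, 10 Mb gave no excess in the 12 combinations of class and tau state (lowest adjusted p 0.0588), and 20 Mb gave one in all but astrocytes in both states and oligodendrocytes in Tau-, such as 10.4% against 2.33% in inhibitory neurons in Tau+ (adjusted p = 3.19e-08).

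The interaction asked whether Ch25h changed the tau effect. edgeR called 0 genes in each of the 6 classes, with 582, 1047, 525, 469, 523 and 298 at an unadjusted p under 0.05 in DG, CA and inhibitory neurons, astrocytes, oligodendrocytes and microglia, and DESeq2 called 0 in each. Without replicate 4 labelled Ch25h-/- Tau- it called 2 genes in DG granule neurons, and without replicate 1 of that group 1 in CA pyramidal neurons. Batch 1 alone gave 1 gene in astrocytes, and batch 2 alone 32 in CA pyramidal neurons and 1 in oligodendrocytes. In simulated data of this depth, 19 to 58% of 2-fold interactions were recovered, and no smaller effect was simulated.

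Reversal asked whether Ch25h loss in Tau+ moved the tau-changed genes back. Of the genes called for the tau effect in Ch25h+/+, 59 of 67 (88.1%) in astrocytes and 173 of 199 (86.9%) in microglia had the opposite sign for Ch25h loss. With no effect of Ch25h, 100 simulated experiments gave a mean of 72.0% (69.0 to 76.2%) and 68.6% (64.4 to 74.1%), and 0 of 100 reached the observed share in either class. The simulations averaged 632 and 674 calls, more than the real data. However, 24 and 21 of 70 arrangements of the Tau+ libraries reached the share, so chance was not excluded. With DESeq2 the shares were 80.9% of 162 and 83.1% of 237.

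Gene sets asked whether interferon, cholesterol and glial state programmes moved together under tau in Ch25h+/+. In microglia, genes of disease-associated microglia were higher by a mean of 1.94 log2 units (18 of 19 genes, adjusted p = 7.15e-09) and interferon-stimulated genes by 1.42 (27 of 28, adjusted p = 2.06e-08), and homeostatic genes were lower by 0.77 (20 of 20, adjusted p = 1.68e-16). LXR targets (0.51, adjusted p = 0.132) and SREBP2 targets (-0.29, 2 genes, adjusted p = 0.401) were not called. In astrocytes, reactive genes were higher by 1.64 (10 of 10, adjusted p = 7.15e-09) and interferon-stimulated genes by 1.33 (28 of 28, adjusted p = 5.94e-10), SREBP2 targets lower by 0.64 (23 of 24, adjusted p = 4.75e-14), and LXR targets not called (0.096, adjusted p = 0.464). In oligodendrocytes, interferon-stimulated genes were higher by 0.80 (12 of 13, adjusted p = 2.10e-05) and disease-associated genes by 0.77 (7 of 11, adjusted p = 0.0115). SREBP2 targets (-0.077, adjusted p = 0.311) and LXR targets (mean 0.079, median -0.062, adjusted p = 0.523) were not called there. None of the 17 set calls in this and the Ch25h comparison held under fry (lowest adjusted p 0.0527) or with an estimated correlation (lowest 0.192), the alternatives that moved the sets most. The disease-associated oligodendrocyte call was also lost without Ch25h+/+ Tau- replicate 1 or 2 (adjusted p up to 0.0741). The other 7 tau calls held with each library left out.

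Single members were called less often. In microglia the tau effect in Ch25h+/+ called 6 disease-associated, 1 interferon-stimulated and 3 homeostatic genes over all genes tested, and 14, 10 and 13 adjusted over the list alone. In the libraries labelled Ch25h-/- these were 3, 7 and 0, and 15, 26 and 0 adjusted over the list alone. In astrocytes 2 reactive, 0 interferon-stimulated and 0 SREBP2 genes were called in Ch25h+/+, and 7, 15 and 15 adjusted over the list alone. In the libraries labelled Ch25h-/- these were 0, 0 and 0, and 8, 27 and 0 adjusted over the list alone. In oligodendrocytes 0 disease-associated genes were called in either genotype and 6 in each adjusted over the list alone. For interferon-stimulated genes there it was 0 in either genotype, and 0 and 4 adjusted over the list alone. For microglial LXR targets in Ch25h+/+ it was 1 by both. In the other lists tau gave 0 by both. For Ch25h loss and the interaction it was 0 by both in every list, except 1 disease-associated oligodendrocyte gene in Tau- adjusted over the list alone.

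For Ch25h loss in Tau+, microglial disease-associated genes were lower in the libraries labelled Ch25h-/- (mean -0.39, 17 of 19, adjusted p = 0.00153), homeostatic genes higher (0.30, 19 of 20, adjusted p = 1.95e-07), interferon-stimulated genes higher (0.23, 23 of 28, adjusted p = 0.00140), LXR targets lower (-0.28, 4 of 6, adjusted p = 0.0438) and SREBP2 targets not called (0.091, adjusted p = 0.587). In astrocytes, interferon-stimulated genes (0.44, 26 of 28, adjusted p = 1.85e-05) and SREBP2 targets (0.31, 23 of 24, adjusted p = 2.75e-07) were higher, LXR targets lower (-0.22, 12 of 13, adjusted p = 0.00979) and reactive genes not called (-0.15, adjusted p = 0.0800). In oligodendrocytes, interferon-stimulated genes (0.35, 12 of 13, adjusted p = 0.0181) and SREBP2 targets (0.13, 17 of 24, adjusted p = 0.0109) were higher, and LXR targets (-0.15, adjusted p = 0.0800) and disease-associated genes (-0.12, adjusted p = 0.479) were not called. The scores of all 4 libraries labelled Ch25h-/- Tau+ lay below the 4 of Ch25h+/+ Tau+ for astrocyte LXR targets. No other called set of this contrast had more than 2 of the 4 libraries beyond the other group.

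Single libraries decided most of these Ch25h differences. The microglial interferon mean was -0.0042 without replicate 1 labelled Ch25h-/- Tau+ and 0.73 without its replicate 3, and the disease-associated mean was -0.65 without Ch25h+/+ Tau+ replicate 3 and -0.018 without replicate 3 labelled Ch25h-/- Tau+. Astrocyte interferon-stimulated genes ranged from 0.14 to 1.0 without the same replicates 1 and 3 labelled Ch25h-/- Tau+, and astrocyte reactive genes from -0.50 without Ch25h+/+ Tau+ replicate 3 to 0.27 without replicate 3 labelled Ch25h-/- Tau+. The astrocyte SREBP2 call was lost without replicate 1 labelled Ch25h-/- Tau+ (mean 0.13, adjusted p = 0.0904) and the astrocyte LXR call without its replicate 2 (mean -0.18, adjusted p = 0.0568). The oligodendrocyte SREBP2 mean was 0.046 without Ch25h+/+ Tau+ replicate 1, and the oligodendrocyte interferon mean was 0.18 without Ch25h+/+ Tau+ replicate 3 and 0.76 without replicate 3 labelled Ch25h-/- Tau+. The microglial LXR call was lost without any of 5 libraries, with a mean of -0.19 without Ch25h+/+ Tau+ replicate 1. Of these 9 calls, the homeostatic microglia call alone held with each library left out. With genes of high ambient share left out, the astrocyte LXR mean was -0.062 (adjusted p = 0.285) and the microglial one -0.028 (adjusted p = 0.691), against ranges over all alternatives of 0.00368 to 0.285 and 0.00596 to 0.691.

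**Figure D5:**
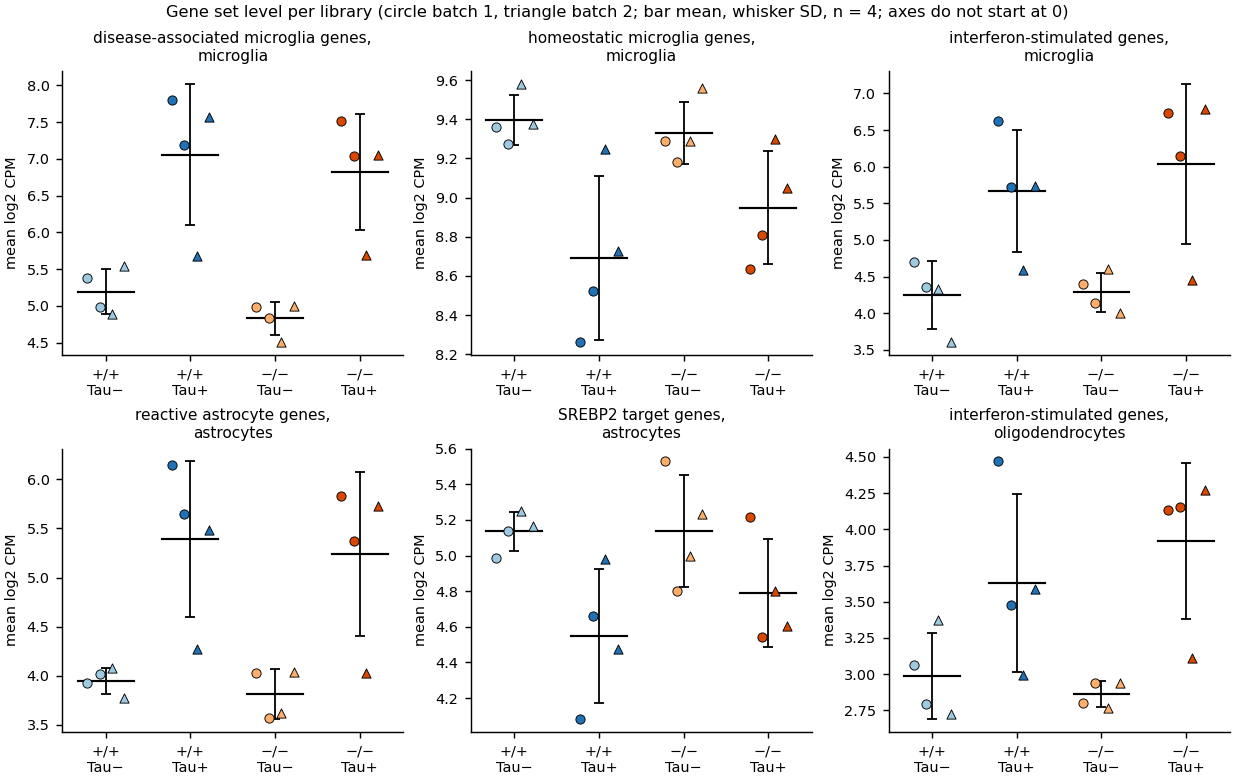
Mean log2 CPM of the genes of 6 sets in microglia, astrocytes and oligodendrocytes, with 1 point per library, the group mean as a bar and the SD as a whisker (n = 4; circles batch 1, triangles batch 2; the axes do not start at 0). Replicate 3 of both Tau+ groups has the lowest disease-associated microglia score of its group, 5.67 and 5.69 against 7.03 to 7.80 in the other 6 Tau+ libraries.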

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

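The look at 1 cluster behind an inhibitory share, the tests of why 2 libraries had low glial scores, and the test of calls near Gm43049, were chosen after the results were seen. In 120 checks of a group's highest or lowest library against the other 3, 5 values stood apart, in 4 libraries. Chance alone gives 6 at 1 in 20. The statistic given for each is the gap to the nearest library over the group's range.

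In the libraries labelled Ch25h-/- Tau+, replicate 2 had 17.1% DG granule neurons against 13.1 to 13.2% in the others (0.976). In Ch25h+/+ Tau+, replicate 4 had 12.97% inhibitory neurons against 6.78 to 7.53% (0.878). Of its 957 inhibitory nuclei 416 were in 1 cluster, named from 4 raised markers with none among its 10 leading genes, which held 0.012 to 2.83% of the named nuclei of the other 15 libraries. Without it the library had 7.33%, against 5.27 to 7.23% in the other 3. Inhibitory gene tests kept this cluster and were not rerun without it. The labels do not record how much of each hippocampal field or other tissue was taken. The part of dissection in these shares stays open, and no biological explanation was tested.

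Over all nuclei, Prnp in Ch25h+/+ Tau+ replicate 4 read 136 CPM against 115 to 119 in the other 3 (0.833). Mapt in replicate 1 labelled Ch25h-/- Tau+ read 421 CPM against 492 to 506 (0.831). Both values were read over all nuclei, whose mix of classes differs between libraries, and Ch25h+/+ Tau+ replicate 4 is the library with the high inhibitory share. No cause was tested for either, and no biological explanation was tested.

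In oligodendrocytes, interferon-stimulated genes of replicate 3 labelled Ch25h-/- Tau+ read a mean of 3.11 log2 CPM against 4.13 to 4.27 in the other 3 (0.880). This library and Ch25h+/+ Tau+ replicate 3 also had the lowest glial scores of their groups elsewhere: their disease-associated microglia scores were 5.69 and 5.67 log2 CPM, against 7.03 to 7.80 in the other 6 Tau+ libraries. A wrong tau label is argued against, since Gm43049 had at least 3090 UMIs in either library and at most 11 in any Tau- library. The library batch is argued against, since replicate 4 of the same batch scored at least 1.36 log2 units higher in both groups. A shallow microglial class is argued against, since the gap was 1.29 log2 units after all 8 Tau+ libraries were thinned to 362886 microglial UMIs. What stays open is a difference between animals, such as the extent of pathology, or in the tissue taken, neither of which the labels record.

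Barcodes under 100 UMIs, which no comparison used, held a signal of tau state. Summed per library, they gave 3 genes of 15786 changed by tau in each genotype. Gm43049 had 727 and 750 UMIs there in the Tau+ groups (Ch25h+/+ and labelled Ch25h-/-) and 1 and 0 in the Tau- groups, Gm32754 had 107 and 119 against 0 and 0, and 4930590L14Rik 52 and 51 against 0 and 0. These genes are called in neurons, so free RNA from neurons accounts for the signal without a change in the empty barcodes themselves. In both genotypes Gm43049 was called in all tested classes but microglia, and other genes within 5 Mb in the 3 neuronal classes. Gbp7 was called there in microglia of Ch25h+/+. Calls there exceeded their share elsewhere in 5 of 6 classes in the libraries labelled Ch25h-/- and 4 of 6 in Ch25h+/+. These counts decide nothing about the cause, since the window was placed on a called gene, which in astrocytes and oligodendrocytes is the single call in it. Insertion of a transgene there, or DNA flanking it, stays open, and the insertion site was not read from sequence.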

How the results depend on the processing

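The alternatives with library batch as a block, with batch 1 or batch 2 alone and with permutation within batches were chosen after the data were seen. Groups are named here by their labels, and Ch25h loss means libraries labelled Ch25h-/- minus Ch25h+/+. Unless a sentence gives it, the cause was not tested. Under RLE scaling, a minimum of 1000 UMIs per nucleus and doublets kept, all 30 counts of genes changed stayed within 1.5 times of those reported. RLE shifted no class and contrast by a median of more than 0.0098 log2 units and the share of calls that are higher by at most 1.97 points. The reversal share stayed on its side with DESeq2's calls in both classes, and the 20 Mb window around Ch25h left all 12 results on called genes on their side of the threshold.

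DESeq2 moved 12 of 30 counts of genes changed. It called 5, 5, 162 and 10 for the tau effect in Ch25h+/+ in CA pyramidal neurons, inhibitory neurons, astrocytes and oligodendrocytes (3, 3, 67 and 1 in the report), 84, 173, 8, 96 and 11 for the tau effect in Ch25h-/- in DG granule neurons, CA pyramidal neurons, inhibitory neurons, astrocytes and oligodendrocytes (16, 11, 3, 3 and 1 in the report), 4 and 1 for Ch25h loss in Tau+ in inhibitory neurons and microglia (0 and 0 in the report), and 3 for Ch25h loss in Tau- in DG granule neurons (1 in the report). Without a filter on low counts, which tests more genes, 11 of 30 moved: 110, 9 and 522 for the tau effect in Ch25h+/+ in astrocytes, oligodendrocytes and microglia (67, 1 and 199 in the report), 6, 17, 11 and 431 for the tau effect in Ch25h-/- in inhibitory neurons, astrocytes, oligodendrocytes and microglia (3, 3, 1 and 126 in the report), 2, 1 and 1 for Ch25h loss in Tau+ in DG granule neurons, oligodendrocytes and microglia (1, 0 and 0 in the report), and 1 for Ch25h loss in Tau- in oligodendrocytes (0 in the report). With only the 2 groups compared, which has fewer samples by construction, 9 of 24 moved: 2, 26, 0 and 103 for the tau effect in Ch25h+/+ in DG granule neurons, astrocytes, oligodendrocytes and microglia (4, 67, 1 and 199 in the report), 3, 5 and 6 for the tau effect in Ch25h-/- in DG granule neurons, CA pyramidal neurons and astrocytes (16, 11 and 3 in the report), and 0 and 0 for Ch25h loss in Tau- in DG granule neurons and inhibitory neurons (1 and 1 in the report). The interaction needs all 4 groups and was not run in this way. Leaving out genes with an ambient share over 10%, which tests fewer genes, moved 3 of 30: 30 and 0 for the tau effect in Ch25h+/+ in astrocytes and oligodendrocytes (67 and 1 in the report), and 0 for the tau effect in Ch25h-/- in oligodendrocytes (1 in the report). It took out Gm43049, the oligodendrocyte call in both genotypes.

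With library batch as a block 13 of 30 counts moved: 5, 5, 199, 4 and 446 for the tau effect in Ch25h+/+ in CA pyramidal neurons, inhibitory neurons, astrocytes, oligodendrocytes and microglia (3, 3, 67, 1 and 199 in the report), 43, 5, 16, 9 and 295 for the tau effect in Ch25h-/- in CA pyramidal neurons, inhibitory neurons, astrocytes, oligodendrocytes and microglia (11, 3, 3, 1 and 126 in the report), 1 for Ch25h loss in Tau+ in oligodendrocytes (0 in the report), and 2 and 1 for Ch25h loss in Tau- in DG granule neurons and oligodendrocytes (1 and 0 in the report). Batch 1 alone, with 2 libraries per group, moved 16 of 30: 2, 190, 11 and 418 for the tau effect in Ch25h+/+ in DG granule neurons, astrocytes, oligodendrocytes and microglia (4, 67, 1 and 199 in the report), 66, 56, 25 and 391 for the tau effect in Ch25h-/- in DG granule neurons, astrocytes, oligodendrocytes and microglia (16, 3, 1 and 126 in the report), 0, 1 and 1 for Ch25h loss in Tau+ in DG granule neurons, CA pyramidal neurons and microglia (1, 3 and 0 in the report), 0, 0, 1 and 1 for Ch25h loss in Tau- in DG granule neurons, inhibitory neurons, astrocytes and oligodendrocytes (1, 1, 0 and 0 in the report), and 1 for the interaction in astrocytes (0 in the report). Batch 2 alone moved 21 of 30: 12, 11, 594, 7, 17 and 0 for the tau effect in Ch25h+/+ in DG granule neurons, CA pyramidal neurons, inhibitory neurons, astrocytes, oligodendrocytes and microglia (4, 3, 3, 67, 1 and 199 in the report), 4, 124, 209, 1, 0 and 1 for the tau effect in Ch25h-/- in DG granule neurons, CA pyramidal neurons, inhibitory neurons, astrocytes, oligodendrocytes and microglia (16, 11, 3, 3, 1 and 126 in the report), 0, 0 and 3 for Ch25h loss in Tau+ in DG granule neurons, CA pyramidal neurons and oligodendrocytes (1, 3 and 0 in the report), 5, 98, 2 and 1 for Ch25h loss in Tau- in DG granule neurons, CA pyramidal neurons, inhibitory neurons and oligodendrocytes (1, 1, 1 and 0 in the report), and 32 and 1 for the interaction in CA pyramidal neurons and oligodendrocytes (0 and 0 in the report).

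Leaving out each library in turn gave 480 counts of genes changed, of which 378 stayed within 1.5 times and 102 did not, in 20 of the 30 class and contrast combinations. For the tau effect in Ch25h+/+ the lowest and highest were DG granule neurons 2 (without Ch25h+/+ Tau+ replicate 1) to 4, astrocytes 7 (without Ch25h+/+ Tau+ replicate 1) to 168 (without Ch25h+/+ Tau+ replicate 3), oligodendrocytes 0 (without Ch25h+/+ Tau- replicate 1) to 6 (without Ch25h+/+ Tau+ replicate 3), microglia 18 (without Ch25h+/+ Tau+ replicate 1) to 529 (without Ch25h+/+ Tau+ replicate 3). For the tau effect in Ch25h-/- the lowest and highest were DG granule neurons 4 (without Ch25h-/- Tau- replicate 3) to 52 (without Ch25h-/- Tau+ replicate 3), CA pyramidal neurons 3 (without Ch25h-/- Tau+ replicate 3) to 28 (without Ch25h-/- Tau- replicate 2), inhibitory neurons 3 to 6 (without Ch25h-/- Tau+ replicate 1), astrocytes 0 (without Ch25h-/- Tau+ replicate 2) to 101 (without Ch25h-/- Tau+ replicate 3), oligodendrocytes 0 (without Ch25h-/- Tau+ replicate 1) to 4 (without Ch25h+/+ Tau+ replicate 3), microglia 18 (without Ch25h-/- Tau- replicate 2) to 357 (without Ch25h-/- Tau+ replicate 3). For Ch25h loss in Tau+ the lowest and highest were DG granule neurons 1 to 2 (without Ch25h+/+ Tau- replicate 2), CA pyramidal neurons 1 (without Ch25h+/+ Tau+ replicate 2) to 3, inhibitory neurons 0 to 1 (without Ch25h+/+ Tau- replicate 2), microglia 0 to 1 (without Ch25h-/- Tau+ replicate 1). For Ch25h loss in Tau- the lowest and highest were DG granule neurons 0 (without Ch25h+/+ Tau- replicate 3) to 2 (without Ch25h+/+ Tau- replicate 1), CA pyramidal neurons 1 to 2 (without Ch25h+/+ Tau- replicate 4), inhibitory neurons 0 (without Ch25h+/+ Tau- replicate 1) to 1, oligodendrocytes 0 to 1 (without Ch25h+/+ Tau- replicate 4). For the interaction the lowest and highest were DG granule neurons 0 to 2 (without Ch25h-/- Tau- replicate 4), CA pyramidal neurons 0 to 1 (without Ch25h-/- Tau- replicate 1).

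Of 74 named genes, all kept their direction and side of the threshold at 1000 UMIs and under RLE. DESeq2 brought 10 more past the threshold, doublets kept took 1 below it, no filter took 4 below and 2 past, and only the 2 groups compared took 21 of 66 below. Batch as a block took 2 below and 5 past, batch 1 alone 16 and 4, and batch 2 alone 35 of 73 below and none past. Without genes of high ambient share, the 47 left all kept their side. Of the 57 named calls 20 held with each library left out and 16 under every alternative. In 1184 leave-outs 237 changed side, for 43 of the 74.

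Gene sets depended on the correlation between genes. Under fry and under an estimated correlation, whose means are those of camera by construction, all 17 calls were lost and the other 9 results stayed. The means, with the adjusted p under fry and then under an estimated correlation, were interferon-stimulated 1.42 (0.261, 0.299), disease-associated microglia 1.94 (0.208, 0.284) and homeostatic microglia -0.77 (0.0527, 0.192) for the tau effect in Ch25h+/+ in microglia. They were interferon-stimulated 1.33 (0.261, 0.299), SREBP2 targets -0.64 (0.0646, 0.197) and reactive astrocyte 1.64 (0.0646, 0.197) for the tau effect in Ch25h+/+ in astrocytes, and interferon-stimulated 0.80 (0.261, 0.284) and disease-associated oligodendrocyte 0.77 (0.261, 0.284) for the tau effect in Ch25h+/+ in oligodendrocytes. For Ch25h loss in Tau+ they were interferon-stimulated 0.23 (0.615, 0.497), LXR targets -0.28 (0.279, 0.284), disease-associated genes -0.39 (0.544, 0.472) and homeostatic microglia 0.30 (0.279, 0.284) in microglia, and interferon-stimulated 0.44 (0.544, 0.472), SREBP2 targets 0.31 (0.312, 0.284) and LXR targets -0.22 (0.0646, 0.192) in astrocytes, and interferon-stimulated 0.35 (0.544, 0.497) and SREBP2 targets 0.13 (0.444, 0.472) in oligodendrocytes.

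Other settings moved few sets. Doublets kept changed none of 26, and 1000 UMIs took microglial LXR targets below the threshold for Ch25h loss in Tau+ (-0.27, adjusted p = 0.0656; 0.00596 to 0.691 over all alternatives). Without a filter on low counts this call was lost as well (-0.25), and 2 uncalled means changed sign: SREBP2 targets for Ch25h loss in Tau+ in microglia (-0.025 against 0.091) and LXR targets for the tau effect in oligodendrocytes (-0.0060 against 0.079). Batch as a block brought oligodendrocyte LXR targets for Ch25h loss in Tau+ past it (-0.15). Without genes of high ambient share 24 of 26 sets had enough genes. There oligodendrocyte LXR targets passed (-0.17), and 4 calls were lost: microglial (-0.028) and astrocyte LXR targets (-0.062) and oligodendrocyte interferon-stimulated genes (0.30) for Ch25h loss, and disease-associated oligodendrocyte genes for tau (0.45). LXR targets for the tau effect changed sign in astrocytes (-0.041) and oligodendrocytes (-0.015).

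Leaving out each library gave 416 set results, of which 379 kept their side and direction and 37 did not, for 14 of the 26 sets. Their lowest and highest means follow. Ch25h loss in Tau+ in microglia had interferon-stimulated -0.0042 (without Ch25h-/- Tau+ replicate 1) to 0.73 (without Ch25h-/- Tau+ replicate 3), SREBP2 targets -0.064 (without Ch25h-/- Tau+ replicate 4) to 0.17 (without Ch25h-/- Tau+ replicate 1), LXR targets -0.38 (without Ch25h+/+ Tau+ replicate 3) to -0.19 (without Ch25h+/+ Tau+ replicate 1), disease-associated genes -0.65 (without Ch25h+/+ Tau+ replicate 3) to -0.018 (without Ch25h-/- Tau+ replicate 3). Ch25h loss in Tau+ in astrocytes had interferon-stimulated 0.14 (without Ch25h-/- Tau+ replicate 1) to 1.0 (without Ch25h-/- Tau+ replicate 3), SREBP2 targets 0.13 (without Ch25h-/- Tau+ replicate 1) to 0.45 (without Ch25h+/+ Tau+ replicate 3), LXR targets -0.25 (without Ch25h-/- Tau+ replicate 3) to -0.18 (without Ch25h-/- Tau+ replicate 2), reactive astrocyte -0.50 (without Ch25h+/+ Tau+ replicate 3) to 0.27 (without Ch25h-/- Tau+ replicate 3). The tau effect in Ch25h+/+ in oligodendrocytes had SREBP2 targets -0.14 (without Ch25h+/+ Tau+ replicate 4) to 0.016 (without Ch25h+/+ Tau+ replicate 1), LXR targets -0.020 (without Ch25h+/+ Tau+ replicate 2) to 0.082 (without Ch25h-/- Tau- replicate 1), disease-associated oligodendrocyte 0.64 (without Ch25h+/+ Tau+ replicate 4) to 0.91 (without Ch25h+/+ Tau- replicate 4). Ch25h loss in Tau+ in oligodendrocytes had interferon-stimulated 0.18 (without Ch25h+/+ Tau+ replicate 3) to 0.76 (without Ch25h-/- Tau+ replicate 3), SREBP2 targets 0.046 (without Ch25h+/+ Tau+ replicate 1) to 0.20 (without Ch25h+/+ Tau+ replicate 4), disease-associated oligodendrocyte -0.26 (without Ch25h+/+ Tau+ replicate 3) to 0.0048 (without Ch25h+/+ Tau+ replicate 4).

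Shares of nuclei, in percentage points, kept their side in all but 2 results. These were the tau effect over both genotypes at 1000 UMIs in oligodendrocytes (8.23) and microglia (2.48), both at an adjusted p of 0.0490. The signs that changed were all of uncalled differences. At 1000 UMIs inhibitory neurons had 0.057 for Ch25h loss in Tau+ (reported -0.042) and -0.21 for Ch25h loss in Tau- (reported 0.0088), OPCs had -0.039 for tau effect over both genotypes (reported 0.0094) and -0.023 for Ch25h effect over both tau states (reported 0.00038). With doublets kept inhibitory neurons had -0.11 for Ch25h loss in Tau- (reported 0.0088). As log2 of the share, in log2 units, other excitatory neurons had 0.0019 for tau effect over both genotypes (reported -0.70) and -0.047 for Ch25h effect over both tau states (reported 0.22), inhibitory neurons had 0.029 for Ch25h effect over both tau states (reported -0.017) and 0.043 for Ch25h loss in Tau+ (reported -0.042). As a share of neurons or of glia, whose total differs by construction, DG granule neurons had -1.14 for Ch25h loss in Tau+ (reported 0.018), CA pyramidal neurons had 2.37 for tau effect over both genotypes (reported -1.26), other excitatory neurons had 3.22 for tau effect over both genotypes (reported -0.70), -0.82 for Ch25h effect over both tau states (reported 0.22) and 0.99 for tau effect in Ch25h+/+ (reported -2.01), inhibitory neurons had 1.84 for tau effect over both genotypes (reported -0.42), 1.99 for tau effect in Ch25h+/+ (reported -0.39), 1.7 for tau effect in Ch25h-/- (reported -0.44) and -0.69 for Ch25h loss in Tau- (reported 0.0088), astrocytes had -2.5 for tau effect in Ch25h+/+ (reported 0.69), OPCs had -1.96 for tau effect over both genotypes (reported 0.0094), -2.13 for tau effect in Ch25h-/- (reported 0.27) and 0.69 for Ch25h loss in Tau- (reported -0.26). Permuting within batches called none of 16 effects, and the other 32 have too few arrangements (36) to pass.

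Leaving out each library gave 768 share results, of which 706 kept their side and sign, and 62 changed, in 21 of 48. The lowest and highest differences of these 21 follow. For DG granule neurons they were Ch25h loss in Tau+ -1.61 (without Ch25h+/+ Tau+ replicate 4) to 1.65 (without Ch25h+/+ Tau+ replicate 3). For CA pyramidal neurons they were Ch25h effect over both tau states -0.98 (without Ch25h-/- Tau- replicate 1) to 0.28 (without Ch25h-/- Tau- replicate 3), tau effect in Ch25h-/- -1.13 (without Ch25h-/- Tau- replicate 3) to 1.4 (without Ch25h-/- Tau- replicate 1). For other excitatory neurons they were tau effect over both genotypes -2.15 (without Ch25h-/- Tau- replicate 4) to 0.18 (without Ch25h-/- Tau- replicate 3), Ch25h effect over both tau states -0.65 (without Ch25h-/- Tau- replicate 3) to 1.68 (without Ch25h-/- Tau- replicate 4), tau effect in Ch25h-/- -2.29 (without Ch25h-/- Tau- replicate 4) to 2.37 (without Ch25h-/- Tau- replicate 3), Ch25h loss in Tau- -2.84 (without Ch25h-/- Tau- replicate 3) to 1.82 (without Ch25h-/- Tau- replicate 4). For inhibitory neurons they were Ch25h effect over both tau states -0.31 (without Ch25h+/+ Tau+ replicate 3) to 0.72 (without Ch25h+/+ Tau+ replicate 4), tau effect in Ch25h+/+ -1.86 (without Ch25h+/+ Tau+ replicate 4) to 0.25 (without Ch25h+/+ Tau- replicate 2), Ch25h loss in Tau+ -0.63 (without Ch25h+/+ Tau+ replicate 3) to 1.43 (without Ch25h+/+ Tau+ replicate 4), Ch25h loss in Tau- -0.49 (without Ch25h+/+ Tau- replicate 3) to 0.65 (without Ch25h+/+ Tau- replicate 2). For astrocytes they were tau effect in Ch25h+/+ -0.52 (without Ch25h+/+ Tau- replicate 1) to 1.83 (without Ch25h+/+ Tau- replicate 4), Ch25h loss in Tau- -0.77 (without Ch25h+/+ Tau- replicate 1) to 1.97 (without Ch25h-/- Tau- replicate 1). For oligodendrocytes they were Ch25h effect over both tau states -1.87 (without Ch25h-/- Tau- replicate 1) to 0.032 (without Ch25h-/- Tau- replicate 3). For OPCs they were tau effect over both genotypes -0.11 (without Ch25h-/- Tau- replicate 1) to 0.15 (without Ch25h+/+ Tau- replicate 2), Ch25h effect over both tau states -0.12 (without Ch25h-/- Tau- replicate 4) to 0.14 (without Ch25h+/+ Tau- replicate 2), tau effect in Ch25h+/+ -0.45 (without Ch25h+/+ Tau- replicate 1) to 0.034 (without Ch25h+/+ Tau- replicate 2), Ch25h loss in Tau- -0.49 (without Ch25h-/- Tau- replicate 4) to 0.025 (without Ch25h+/+ Tau- replicate 2). For microglia they were Ch25h effect over both tau states -0.095 (without Ch25h+/+ Tau+ replicate 3) to 0.52 (without Ch25h-/- Tau- replicate 3), Ch25h loss in Tau+ -0.49 (without Ch25h+/+ Tau+ replicate 3) to 0.69 (without Ch25h+/+ Tau+ replicate 1), Ch25h loss in Tau- -0.18 (without Ch25h-/- Tau- replicate 2) to 0.78 (without Ch25h-/- Tau- replicate 3).

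The 5 Mb window around Ch25h left 0 calls in DG granule and CA pyramidal neurons in both tau states. Microglia had the fewest genes that could be tested, 8410 against 16434 in CA pyramidal neurons.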

Other observations

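The tests of a technical library batch, of wrong labels behind the Ch25h UMIs, of the chromosome 3 region, of ambient RNA in astrocytes and microglia taken separately, and of set scores over both genotypes or both tau states were chosen after the results were seen.

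Relabelling the 8 libraries of a comparison in all 35 ways showed which counts of changed genes chance cannot be excluded for. The real split alone reached its count (1 of 35) for the tau effect in Ch25h+/+ in DG granule, CA pyramidal and inhibitory neurons, astrocytes and microglia. The same held for the libraries labelled Ch25h-/- in DG granule neurons, inhibitory neurons and microglia. Taken singly, this excludes chance for these 8. However, 1 of 35 is the smallest share possible, and it was not adjusted for the number of comparisons. In microglia of Ch25h+/+ the next split still gave 109 genes, against 199. Chance was not excluded for the tau effect in oligodendrocytes of both genotypes and in CA pyramidal neurons and astrocytes of the libraries labelled Ch25h-/- (2 of 35 each). For Ch25h loss it was not excluded in DG granule neurons (6 of 35 in Tau+, 3 in Tau-), CA pyramidal neurons (2 and 3) or inhibitory neurons in Tau- (3). These counts do not name the called gene. Pyroxd2 was called in both tau states, which share no library. Over all nuclei it read 0.998 to 1.64 CPM in the 8 libraries labelled Ch25h-/- and 2.39 to 6.97 in the other 8. Gm43049, the oligodendrocyte call, read at least 67.6 CPM over all nuclei in Tau+ and at most 0.207 in Tau-. Chance is argued against for both genes. Where the real count was 0, any split reaches it, so none was run.

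Splits that follow the library batch were as large as the real one in 6 of these comparisons. They gave 82 genes for the tau effect in CA pyramidal neurons of the libraries labelled Ch25h-/- (real 11, with batch as a block 43). In that comparison, and for Ch25h loss in CA pyramidal neurons in Tau+, no split other than the batch one was as large as the real one. For Ch25h loss they gave 21 and 75 in DG granule neurons in Tau+ and Tau- (real 1 and 1, blocked 1 and 2), 3 and 54 in CA pyramidal neurons (real 3 and 1, blocked 4 and 1) and 29 in inhibitory neurons in Tau- (real 1, blocked 1).

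For the gene sets, the real split alone reached its p for the lower homeostatic genes in microglia under tau and for the lower astrocyte LXR targets with Ch25h loss (1 of 35 each, the smallest share possible). Taken singly this excludes chance, but 17 sets were counted and both calls were lost under fry (adjusted p = 0.0527 and 0.0646), so chance stays open for the LXR targets. From Ch25h+/+ alone it was not excluded for the other tau sets, with 3 of 35 splits as large for microglial interferon-stimulated genes, 4 for disease-associated microglia, 4 for astrocyte and 4 for oligodendrocyte interferon-stimulated genes, 2 for astrocyte SREBP2 targets, 2 for reactive astrocytes and 5 for disease-associated oligodendrocytes. By the set's mean in place of its p, these were 2, 2, 3, 3, 2, 1 and 2. Over both genotypes, the scores of all 8 sets called for tau differed (exact permutation over 4900 arrangements, adjusted p at most 0.0147 over 17 tests), and for disease-associated microglia all 8 Tau+ libraries lay above all 8 Tau- ones, so chance is excluded there for the tau effect over both genotypes. Over both tau states, none of the 9 sets called for Ch25h loss in Tau+ differed (lowest adjusted p 0.405). For Ch25h loss in Tau+ it was not excluded for interferon-stimulated genes (18 of 35 in each of microglia, astrocytes and oligodendrocytes), disease-associated (18), homeostatic (8) and LXR (7) genes in microglia, or SREBP2 targets in astrocytes (13) and oligodendrocytes (12). Near Ch25h, chance was excluded in Tau+ for CA pyramidal and DG granule neurons (1 of 35 each) and not in Tau- for CA pyramidal, DG granule or inhibitory neurons (2 of 35 each). With 20 or more calls, 24 (astrocytes) and 21 (microglia) of 70 arrangements of the libraries reached the reversal share, or 25 and 21 with any number. Chance was therefore not excluded. Arrangements with 20 or more calls (41 and 60) had a median share of 90.7% and 81.5%.

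Whether the split of replicates 1 and 2 from 3 and 4 is technical stays open. Over the genes called between batches in CA pyramidal neurons, the fold changes correlated with those of barcodes under 100 UMIs (Spearman's rho 0.778 over 2951 genes, which are not independent replicates), where 5019 genes differed, and with those of the other classes (rho 0.826 to 0.942). Free RNA comes from the same cells, so a difference between the animals would give this as well. The median UMI count of the ranked barcodes taken for empty droplets was 89 to 136 in batch 1 and 66 to 82 in batch 2. No biological explanation was tested.

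Ch25h UMIs in the libraries labelled Ch25h-/- raised the question of wrong labels. Gm26902, which overlaps Ch25h, was below the lowest Ch25h+/+ library in all 8 libraries labelled Ch25h-/- (0 at or above it, with group means of 0.323 and 0.221 CPM against 0.773 and 0.673), and Pyroxd2 separated the same libraries. Wrong labels are therefore argued against. Transcripts that remain from the targeted gene, reads of a neighbouring or overlapping transcript, and an allele that removes only part of the gene stay open, and none was tested on sequence.

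The calls for Ch25h loss sit where passenger DNA flanking the knockout would put them: 3 of 4 lie within 10 Mb of Ch25h (Fisher's exact test p = 2.29e-06). Genes at an unadjusted p under 0.05 were in excess within 20 Mb in 9 of 12 combinations of class and tau state, and within 10 Mb in none. A second test did not settle it. Fold changes of Tau+ and Tau- correlated more near Ch25h than elsewhere in 4 of 6 classes, too few to tell. DNA of the donor strain around the gene cannot be told apart from an effect of Ch25h on its neighbours, since both follow the genotype.

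Ambient RNA was weighed for the glial tau calls. Of 397 calls 17.6% were on genes with an ambient share over 10%, which argues against it as the whole source. In microglia the share was 11.4% of 325 calls, which argues against it there as well. In astrocytes it was 44.3% of 70 calls (41.1% of the higher and 63.6% of the lower ones in Ch25h+/+), and 20 of the 30 such calls in Ch25h+/+ had the same direction in barcodes under 100 UMIs, so free RNA stays open for these genes as a group. For Fabp5 and Lsm6, shares of 11.3% and 12.2% are small beside falls of 1.08 and 0.95 log2 units. A test without such genes called 30 in astrocytes of Ch25h+/+.

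T cell markers over all nuclei were 17.9 ± 2.41 CPM in Tau+ and 15.7 ± 1.87 in Tau- (SD, n = 8, exact permutation p = 0.0665). The CD3 and T cell receptor genes with Cd8a read 0.760 ± 0.272 against 0.630 ± 0.384 (exact permutation p = 0.438), and no cluster was named as T cells. Most of the marker UMIs came from Skap1 (10994), so infiltrating T cells could be neither shown nor excluded at this depth.

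Replicates 1 and 4 labelled Ch25h-/- Tau- held UMIs of pituitary hormones, with 1025 and 764 for Prl against at most 26 in the other 14 libraries, and 502 and 360 for Gh against at most 12. Pituitary tissue carried over and free hormone RNA both stay open.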
